A study of Caenorhabditis elegans with 12 samples.

How the data were processed

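The series holds mRNA sequencing of whole worms, Caenorhabditis elegans of the glp-4 mutant strain, collected on day 1 of adulthood. In glp-4(bn2) worms the germline fails to develop at the restrictive temperature. Worms were raised on bacteria for control RNAi (the empty vector L4440) or prp-19 RNAi and were left untreated or also given atp-2 RNAi, per the labels' protocols. prp-19 encodes a splicing factor, and atp-2 encodes a subunit of the mitochondrial ATP synthase. Group and replicate came from the sample titles, which gave 4 groups of 3 libraries. The polyA fraction was selected before library preparation, per the labels' protocols. Sequencing length, aligner, counting program, genome build, annotation, strand handling and treatment of reads with several matches are not given in the sources used here.

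The authors deposited a single table of raw read counts per gene, with whole numbers for 45132 genes in 12 libraries, and each column was matched to its sample by name. No column of another sample was present. Of these genes, 72 had no symbol and were named by locus tag, and 2 shared a symbol and were also named by locus tag. Locus tags of 44202 genes matched the RefSeq gene table (assembly WBcel235) and 45050 matched the Ensembl annotation of WBcel235, release 115. Since the authors' build is not given, the annotations served for gene classes, intron numbers and overlaps only, and no coordinates are printed. Every entry named a gene, so none was removed before the library totals were formed.

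Library totals lay between 6731808 and 8802767 counts, and 25748 genes had a read in at least 1 library. Replicates were compared by a chi-square of their counts over genes with at least 10 reads in the pair. The statistic per degree of freedom ran from 1.44 to 43.0, above sampling noise for every pair, so all 12 libraries counted as separate replicates. It was widest within the libraries labelled prp-19 RNAi, at 9.34, 43.0 and 23.8.

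Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default settings by group, which left 12850 genes, and libraries were scaled by TMM factors. A quasi-likelihood model (estimateDisp, glmQLFit with robust estimation, glmQLFTest) had 1 coefficient per group over all 12 libraries, with 8 residual degrees of freedom and no replicate term. The contrasts were the atp-2 effect in the control libraries, the atp-2 effect in the libraries labelled prp-19 RNAi, the prp-19 effect without and with atp-2 RNAi, and the interaction, which is the second atp-2 effect minus the first. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors (SE) of log2 fold changes were the absolute change divided by the square root of F. Values per library are TMM-scaled CPM, the read count scaled to a common library size. Adjusted p-values below come from this edgeR fit unless another tool is named.

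The relative size of the atp-2 response was the through-origin total-least-squares slope of the atp-2 effect in the libraries labelled prp-19 RNAi on that in the control libraries. Changes were on a log2 CPM scale with a prior count of 2, over genes called for the mean of both effects. Its two-sided exact permutation test exchanged control and prp-19 labels within the libraries with and within those without atp-2 RNAi, in 400 arrangements. The same 400 arrangements tested measures per library, and the smallest p they can give is 0.005.

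Before the data were examined, 8 gene lists were written from general knowledge, and the comparisons, tests and most alternatives were fixed. Lists were tested with camera (limma 3.58.1, voom values, inter-gene correlation of 0.01), with adjustment over 35 list and contrast pairs. Of 12 mitochondrially encoded genes in the last list, 0 were found in the table, so that list is not analysed here. Found members passing the filter numbered 20 mitochondrial chaperones and proteases, 49 nuclear-encoded respiratory chain genes, 64 splicing factors, 20 endoplasmic reticulum stress genes, 21 cytosolic heat shock genes, 29 germline and oocyte genes and 6 vitellogenins. A further list of 21 genes of exogenous RNAi was written after the data were seen. For the comparison of intron classes, intron numbers came from the longest transcript of each protein-coding gene that passed the filter, and 100% of these genes had a number.

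The genes named in the text followed a rule also fixed before the data were examined. prp-19 and atp-2 came first in every library, then 9 stress genes (hsp-6, hsp-60, dnj-10, timm-23, lonp-1, atfs-1, gst-4, hsp-4 and hsp-16.2). For each pairwise contrast the 2 highest and 2 lowest fold changes followed, among called genes with a mean of at least 5 CPM and no overlap between replicates. The interaction gave the 3 highest and 3 lowest called genes of at least 5 CPM.

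Alternatives fixed before the data were examined were RLE size factors, DESeq2 1.42.0, no filter on low counts, a replicate block, a log2 fold change of at least 1, thinning to the shallowest library, the 2 compared groups alone, other gene choices and pseudocounts for the slope, fry and an estimated correlation for the lists, other intron classes, and leaving out each library in turn. Scaling on library totals and 3 further variants of the slope were added after the data were seen.

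After the fits to the real counts, each procedure was tested on simulated counts drawn from the real means, library sizes and dispersions. With 200 genes changed 2-fold in the control libraries with atp-2 RNAi, 76.5% were recovered for the atp-2 effect in the control libraries, among 12585 genes, and 6.71% of the calls were unchanged genes. For the interaction, 58.0% of the 200 were recovered among 12585 genes and 6.45% of the calls were unchanged genes. A simulated slope of 1 came back as 0.968 (permutation p = 0.595) over 3477 genes, and a simulated slope of 0.33 as 0.342 (permutation p = 0.055) over 2916 genes. The permutation test thus missed a simulated slope of that size at a threshold of 0.05. A list raised by 0.5 on the log2 scale gave a camera p of 1.53e-49 for the atp-2 effect in the control libraries, run on 12579 genes, and the smallest p of an unchanged list was 0.0246.

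Gene counts do not measure splicing, so the alternative splicing that the series also set out to examine is not analysed here. Overlapping genes and members of gene families are uncertain, because the counting rules are not given. gst-4 overlaps dhs-12 and F56D6.9 overlaps oac-21 on the same strand, and col-183 overlaps F02D10.10 on the other strand. Figures and annotation steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.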

Results

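Gene expression was measured by mRNA sequencing in day 1 adult worms with control or prp-19 RNAi, each with and without atp-2 RNAi, in 3 libraries per group. Library totals were 6731808 to 7503486 counts for control RNAi and 7432951 to 8802767 for control RNAi with atp-2 RNAi. They were 6786918 to 8022673 in the libraries labelled prp-19 RNAi and 7046481 to 8700176 in those labelled prp-19 RNAi with atp-2 RNAi. The groups separated on the first 2 principal components of log2 CPM, which held 61.9% and 17.5% of the variance. On the third component (5.3%), replicate 3 of the libraries labelled prp-19 RNAi lay at 9.55, and replicates 1 and 2 lay at -27.5 and -24.0.

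The transcripts targeted by RNAi were examined in every library as a check of the labels. The raw counts of prp-19 were 170, 137 and 159 in the control libraries and 244, 235 and 202 in the control libraries with atp-2 RNAi. They were 717, 354 and 315 in the libraries labelled prp-19 RNAi and 345, 224 and 168 in those labelled prp-19 RNAi with atp-2 RNAi. The mRNA of prp-19 therefore went against the label: it was 26.5 ± 1.96 CPM (SD, n = 3) in the control libraries and 54.4 ± 25.9 CPM (SD, n = 3) in the libraries labelled prp-19 RNAi. The log2 fold change was 1.04 (SE 0.373, edgeR adjusted p = 0.0401), higher in 3 of 3 libraries. This call was fragile: it was lost without replicate 1 of that group (0.56, adjusted p = 0.121), without control replicate 1, 2 or 3 (adjusted p = 0.0902, 0.106 and 0.086), and with no filter on low counts (adjusted p = 0.0741). With atp-2 RNAi the means were 27.8 ± 0.208 and 29.4 ± 11.4 CPM (SD, n = 3), a log2 fold change of 0.07 (SE 0.374, adjusted p = 0.887). No lower prp-19 mRNA was thus detected in either pair of groups, and the groups are called by their labels throughout.

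The mRNA of atp-2 was 1621 ± 15.4 CPM (SD, n = 3) in the control libraries and 267 ± 16.3 CPM (SD, n = 3) after atp-2 RNAi, a fold of 0.165 and a log2 fold change of -2.60 (SE 0.0902, adjusted p = 8.69e-14). In the libraries labelled prp-19 RNAi it was 1015 ± 146 CPM, and 504.8 ± 7.45 CPM (SD, n = 3) with atp-2 RNAi. There the fold was 0.497 and the log2 fold change -1.01 (SE 0.0857, adjusted p = 2.01e-07). The interaction was 1.59 on the log2 scale (SE 0.121, adjusted p = 3.33e-08), so the reduction of atp-2 mRNA differed between the partners. All 3 libraries with atp-2 RNAi lay below the 3 without it in both settings.

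**Figure D1:**
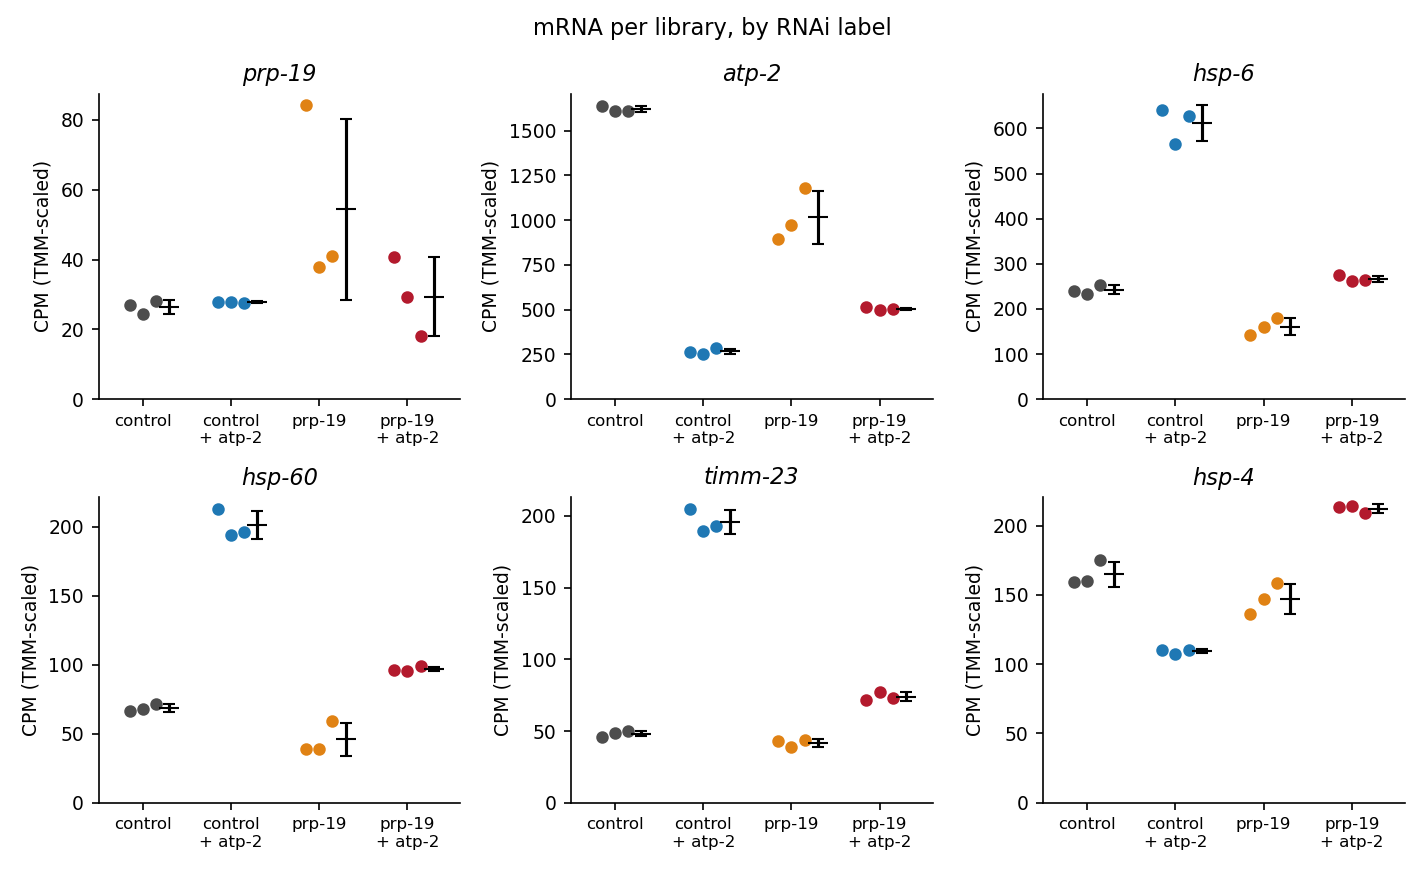
TMM-scaled CPM (vertical axes, from 0) of 6 genes in the 12 libraries, grouped by RNAi label, with points for libraries and black bars for the mean ± SD of 3 libraries. prp-19 was not lower in the libraries labelled prp-19 RNAi (54.4 against 26.5 CPM), and hsp-6 rose after atp-2 RNAi from 242.2 to 611.7 CPM in the control libraries and from 161 to 267 CPM in those labelled prp-19 RNAi.

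Scaling affected the balance of directions in every comparison, so it is given first. The 6 vitellogenin genes took 23.5% ± 1.97 (SD, n = 3) of all counts in the control libraries. Their share was 12% ± 0.414 in the control libraries with atp-2 RNAi, 11.6% ± 5.51 in the libraries labelled prp-19 RNAi and 12.9% ± 0.969 in those labelled prp-19 RNAi with atp-2 RNAi. With TMM factors, which ran from 0.782 to 1.26, the median log2 fold change over all genes stayed within 0.0637 of 0 in each comparison. With library totals alone the median over all genes moved to 0.29 for the atp-2 effect in the control libraries and to -0.08 in the libraries labelled prp-19 RNAi. It moved to 0.55 and 0.16 for the prp-19 effect without and with atp-2 RNAi, and to -0.38 for the interaction. With totals outside the vitellogenins the medians were 0.09 and -0.05 for these atp-2 effects. They were 0.328 and 0.171 for the prp-19 effects and -0.146 for the interaction. The vitellogenins thus account for only part of the shifts, and for none of that in the prp-19 effect with atp-2 RNAi. Fold changes below are TMM-based, that is, relative to the bulk of genes.

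The first comparison asked what atp-2 RNAi changed when prp-19 had not been targeted. In the control libraries, atp-2 RNAi changed 4383 of 12850 genes, 2182 higher and 2201 lower, and 1081 of them at least 2-fold. With library totals the split became 4397 higher and 989 lower. Of the alternatives with the same threshold, totals moved this count most, to 5386. The highest called changes were those of B0205.13, from 3.95 ± 0.624 to 150.3 ± 7.01 CPM (log2 fold change 5.25, SE 0.135, adjusted p = 8.59e-16), and cyp-14A4, from 0.62 ± 0.154 to 23.8 ± 3.15 CPM (5.21, SE 0.266, adjusted p = 2.1e-11). The lowest were those of W04A4.2, from 77.1 ± 11.9 to 0.522 ± 0.243 CPM (-7.14, SE 0.356, adjusted p = 1.29e-08), and T27A1.2. T27A1.2 had 238 counts in the 3 control libraries and 1 count in the 3 with atp-2 RNAi, a ratio of 332 with an exact 95% interval for counting error of 59.0 to 13200 (fitted log2 fold change -7.90, adjusted p = 8.72e-11). SDs in this paragraph are over 3 libraries.

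The second comparison asked the same of worms raised on prp-19 RNAi. In the libraries labelled prp-19 RNAi, atp-2 RNAi changed 1256 genes, 650 higher and 606 lower, and 204 of them at least 2-fold. With library totals the split was 356 higher and 591 lower. The count depended on single libraries: it was 2887 without replicate 3 of the libraries labelled prp-19 RNAi. It was 745 without replicate 2 of that group, and 696, 760 and 808 without replicate 1, 2 or 3 of the libraries labelled prp-19 RNAi with atp-2 RNAi. In the order of these 5 fits, 1559, 376, 352, 376 and 431 genes were higher and 1328, 369, 344, 384 and 377 were lower. A fit of these 6 libraries alone called 547. The highest called changes were those of C09B8.4, from 0.379 ± 0.218 to 4.66 ± 1.68 CPM (log2 fold change 3.52, SE 0.442, adjusted p = 6.31e-05), and folt-2, from 35.2 ± 20.6 to 249.6 ± 3.33 CPM (2.84, SE 0.321, adjusted p = 0.000819). The lowest were fat-7, from 21.2 ± 6.88 to 1.68 ± 0.602 CPM (-3.65, SE 0.318, adjusted p = 5.63e-06), and jmjd-3.3, from 23.7 ± 11.4 to 3.70 ± 0.653 CPM (-2.69, SE 0.395, adjusted p = 0.00212). SDs are over 3 libraries.

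The next 2 comparisons asked what prp-19 RNAi changed in each setting, and their direction rests on labels that the prp-19 mRNA did not bear out. Without atp-2 RNAi, the libraries labelled prp-19 RNAi differed from the control libraries in 7521 genes, 3859 higher and 3662 lower, and 2835 of them at least 2-fold. With library totals the split was 7385 higher and 1589 lower. nspe-8 had 0 counts in the 3 control libraries and 161 in the 3 libraries labelled prp-19 RNAi, at least 36.9-fold higher against a floor of 3 counts over the group (adjusted p = 1e-08). C42D4.3 rose from 0.701 ± 1.08 to 40.8 ± 15.2 CPM (log2 fold change 5.87, SE 0.599, adjusted p = 2.07e-05), and its fitted change was 8.67 without replicate 3 of the control libraries. F56D6.8 fell from 86.4 ± 9.0 to 0.296 ± 0.272 CPM (-8.04, SE 0.235, adjusted p = 3.54e-15), and dct-8 fell from 56.6 ± 7.53 to 0.24 ± 0.124 CPM (-7.82, SE 0.258, adjusted p = 1.69e-14). SDs are over 3 libraries.

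With atp-2 RNAi in both groups, the libraries labelled prp-19 RNAi differed from the control libraries in 6810 genes, 3407 higher and 3403 lower, and 2283 of them at least 2-fold. With library totals the split was 4112 higher and 2496 lower. nspe-8 again had 0 counts in the control group and 408 in the other, at least 131-fold higher (adjusted p = 4.11e-11). col-183, which overlaps F02D10.10, rose from 2.11 ± 0.57 to 147.8 ± 13.1 CPM (log2 fold change 6.11, SE 0.176, adjusted p = 4.22e-14). Much of this difference came from its fall in the control libraries after atp-2 RNAi, where it started at 38.6 ± 8.49 CPM. Without atp-2 RNAi its prp-19 effect was 2.02 (adjusted p = 3.66e-10), and its interaction was 4.09 (adjusted p = 3.48e-09). F56D6.8 fell from 38.8 ± 3.96 to 0.242 ± 0.138 CPM (-7.26, SE 0.268, adjusted p = 1.11e-13), and F56D6.9, which overlaps oac-21, fell from 116.1 ± 7.15 to 0.756 ± 0.519 CPM (-7.18, SE 0.18, adjusted p = 4.48e-16). Of 5217 genes called in both settings, which share no library, 4982 (95.5%) moved in the same direction. SDs are over 3 libraries.

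Whether the response to atp-2 RNAi depended on the prp-19 label was tested by the interaction. It was called for 2475 genes, 1300 with a higher and 1175 with a lower atp-2 effect in the libraries labelled prp-19 RNAi, and 788 differed at least 2-fold. With library totals the count was 4017, with 499 higher and 3518 lower. DESeq2 called 2020 genes, of which 1921 were also called by edgeR. The count was 3583 without replicate 3 of the libraries labelled prp-19 RNAi, with 2002 higher and 1581 lower, and 2398 (96.9%) of the 2475 genes were among them.

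The largest positive interactions were those of T27A1.2 (6.17, SE 0.66, adjusted p = 2.2e-06), W04A4.2 (5.85, SE 0.527, adjusted p = 1.24e-05) and F54F7.2 (5.59, SE 0.291, adjusted p = 2.68e-10). For T27A1.2 the value rests on 1 count in the 3 control libraries with atp-2 RNAi. F54F7.2 fell from 215.1 ± 13.5 to 4.67 ± 1.10 CPM after atp-2 RNAi in the control libraries, and stood at 2.43 ± 0.339 and 2.58 ± 0.514 CPM in the libraries labelled prp-19 RNAi without and with it. The lowest interactions were those of F33H12.7 (-4.80, SE 1.03, adjusted p = 0.0129), clec-17 (-4.13, SE 0.22, adjusted p = 3.18e-10) and cyp-14A4 (-3.53, SE 0.679, adjusted p = 0.00106). clec-17 rose from 3.58 ± 0.704 to 84.0 ± 5.22 CPM in the control libraries and was 6.30 ± 1.06 and 8.43 ± 0.908 CPM in the libraries labelled prp-19 RNAi. F33H12.7 varied from 6.12 to 59.4 CPM between replicates labelled prp-19 RNAi. SDs are over 3 libraries.

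The size of the response was compared over the 3867 genes called for the mean atp-2 effect. The slope of the change in the libraries labelled prp-19 RNAi on that in the control libraries was 0.325, and the sign was shared by 3370 genes (87.2%). The exact permutation test gave p = 0.07 (28 of 400 arrangements), so the slope was not distinguished from 1 at 0.05. This does not speak for a slope of 1, since the same permutation test gave p = 0.055 for a simulated slope of 0.33. Its arrangements also exchange the prp-19 effect itself. The alternative that moved the slope most, taking the genes called in the control libraries, gave 0.221 (permutation p = 0.1), a choice that favours large changes there. Without 1 library at a time the slope lay between 0.31 and 0.385, and p fell to 0.03, 0.03 and 0.025 without replicate 1, 2 or 3 of the libraries labelled prp-19 RNAi with atp-2 RNAi. Of 1542 genes called for both the interaction and the mean effect, 1453 (94.2%) changed less in the libraries labelled prp-19 RNAi and 89 changed more. By another criterion, 166 genes were called for the atp-2 effect in the libraries labelled prp-19 RNAi but not in the control libraries, were called for the interaction and changed more in the former. Of 807 genes called for both atp-2 effects, 700 moved in the same direction and 107 in opposite directions, and the 107 were all called for the interaction. With library totals 89 genes moved in opposite directions.

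**Figure D2:**
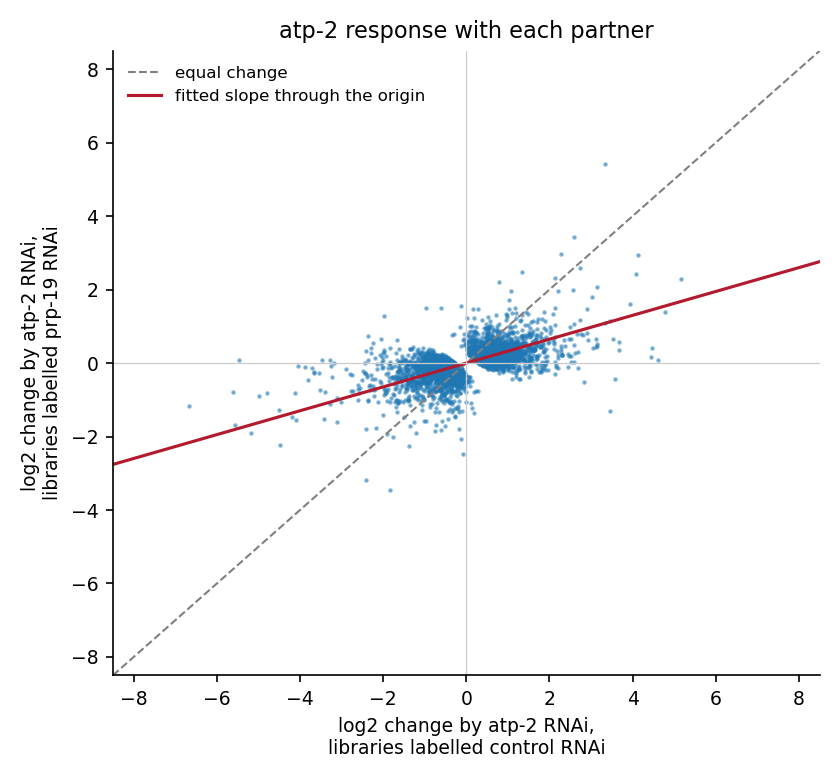
Log2 change by atp-2 RNAi in the libraries labelled prp-19 RNAi (vertical) against that in the control libraries (horizontal), where each point is 1 of the 3867 genes called for the mean effect. The solid line has the fitted slope of 0.325, and the dashed line marks equal change.

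The stress genes fixed before the data were examined comprised targets of the mitochondrial unfolded protein response and of other stress responses. Over these 9 genes with prp-19 and atp-2, 7 of 11 were called for the interaction over all genes and 8 when adjusted over the list alone. hsp-6, a mitochondrial chaperone, rose after atp-2 RNAi by 1.34 (SE 0.0838, adjusted p = 3.68e-10) in the control libraries and by 0.73 (SE 0.0835, adjusted p = 9.85e-06) in the libraries labelled prp-19 RNAi. Its interaction was -0.61 (SE 0.117, adjusted p = 0.00107). The chaperone hsp-60 rose by 1.55 (SE 0.119) and 1.08 (SE 0.121), and its interaction of -0.47 (SE 0.169, adjusted p = 0.0655) was not called. That interaction was called with no filter on low counts (adjusted p = 0.00233), after thinning (adjusted p = 0.0391), with library totals (-0.80, adjusted p = 0.000243), and without replicate 1 or 2 of the libraries labelled prp-19 RNAi (adjusted p = 0.0268 and 0.027). It was -0.21 without replicate 3 of that group (adjusted p = 0.128) and -0.44 with DESeq2 (adjusted p = 0.111), and was called in neither. dnj-10 rose by 1.66 and 0.62 with an interaction of -1.04 (adjusted p = 5.09e-05), and timm-23 by 2.02 and 0.83 with an interaction of -1.20 (adjusted p = 2.95e-07). lonp-1 rose by 0.87 in the control libraries, its change of 0.20 in the others was not called (adjusted p = 0.139), and its interaction was -0.67 (adjusted p = 4e-04). For atfs-1 the changes were 0.42 and -0.04 and the interaction was -0.45 (adjusted p = 0.0282). That call did not hold with DESeq2 (adjusted p = 0.0579) or in 8 of 12 fits that each left out 1 library, where the interaction lay between -0.46 and -0.33 and the adjusted p reached 0.0968. The 8 libraries were control replicates 1 and 2, control with atp-2 RNAi replicates 2 and 3, prp-19 RNAi replicates 1 and 2, and prp-19 RNAi with atp-2 RNAi replicates 2 and 3.

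The other stress genes behaved differently. hsp-4, an endoplasmic reticulum chaperone, fell from 165 ± 9.09 to 109 ± 1.58 CPM in the control libraries (log2 fold change -0.59, adjusted p = 2.97e-06). It rose from 147 ± 11 to 212 ± 2.96 CPM in the libraries labelled prp-19 RNAi (0.53, adjusted p = 6.35e-05), with an interaction of 1.12 (SE 0.102, adjusted p = 3.34e-07). gst-4, which overlaps dhs-12, was lower in the libraries labelled prp-19 RNAi both without atp-2 RNAi (-2.05, SE 0.093) and with it (-2.22, SE 0.0908), and its interaction of -0.17 was not called (adjusted p = 0.4), but was with library totals (-0.50, adjusted p = 0.00558; 0.00558 to 0.604 over the alternatives). Its rise after atp-2 RNAi in the libraries labelled prp-19 RNAi (0.37, adjusted p = 0.0157) was not called in the fit of those 6 libraries alone (0.38, adjusted p = 0.0832), nor without replicate 1 or 2 of either of the groups compared (adjusted p = 0.0654, 0.0639, 0.0604 and 0.0837). For hsp-16.2 no contrast was called by edgeR with TMM factors over all libraries. Its prp-19 effect without atp-2 RNAi (-1.15, adjusted p = 0.053) was called with RLE size factors (adjusted p = 0.0493) and DESeq2 (adjusted p = 0.0299), and its prp-19 effect with atp-2 RNAi was called in the fit of those 6 libraries alone (-0.86, adjusted p = 2.31e-10). Without replicate 3 of the libraries labelled prp-19 RNAi, its interaction was 1.18 (adjusted p = 0.000573), its atp-2 effect there was 0.98 (adjusted p = 0.000605) and its prp-19 effect without atp-2 RNAi was -2.03 (adjusted p = 3.62e-08). SDs are over 3 libraries.

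Gene lists were compared as sets with camera. Of 35 list and contrast pairs 20 were called, all 20 also with fry, and 6 also with an estimated inter-gene correlation. Those 6 were the mitochondrial chaperones and proteases for both atp-2 effects, the prp-19 effect with atp-2 RNAi and the interaction, and the splicing factors for both prp-19 effects. The median log2 fold change of the 20 mitochondrial chaperones and proteases was 0.87 after atp-2 RNAi in the control libraries (16 higher and 0 lower, camera adjusted p = 3.66e-11) and 0.33 in the libraries labelled prp-19 RNAi (9 higher and 0 lower, adjusted p = 4.59e-07). In the control libraries, the members not called were dve-1 (0.006), ubl-5 (-0.006), hsp-110 (-0.24) and cpn-1 (-0.05). None of these encodes a mitochondrial chaperone or protease. The median interaction of the list was -0.55 (0 higher and 11 lower, adjusted p = 1.14e-07). Adjusted over the list alone, 16, 11 and 13 members were called for these contrasts. For the prp-19 effect the median was -0.25 without atp-2 RNAi (adjusted p = 0.139, not called with camera, but called with fry at adjusted p = 0.000478 and with no filter on low counts at 0.0366; 0.24 with library totals) and -0.85 with it (adjusted p = 1.94e-06).

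The 49 nuclear-encoded respiratory chain genes had medians of 0.70 (46 higher and 0 lower) and 0.28 (28 higher and 0 lower) for the atp-2 effects in the control libraries and in those labelled prp-19 RNAi. Their median interaction was -0.40 (31 lower and 0 higher, adjusted p = 6.12e-14). Adjusted over the list alone, 47, 38 and 34 members were called. The libraries labelled prp-19 RNAi were lower without atp-2 RNAi (-0.69, 40 lower and 0 higher; -0.21 with library totals) and with it (-1.06, 48 lower and 0 higher; -0.92 with library totals).

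The 64 splicing factors were higher in the libraries labelled prp-19 RNAi, with a median of 1.15 without atp-2 RNAi (52 higher and 0 lower, adjusted p = 1.95e-18) and 0.93 with it (57 higher and 0 lower, adjusted p = 1.62e-20). Adjusted over the list alone, 54 and 57 members were called. Neither atp-2 effect of this list was called with camera, with medians of 0.09 and -0.03, though it was called in the control libraries with fry (adjusted p = 0.00283) and with no filter on low counts (adjusted p = 0.0175). Its median interaction of -0.06 was not called with camera (adjusted p = 0.233) but was with fry (adjusted p = 0.00513), with no filter on low counts (adjusted p = 0.0391) and with library totals (-0.40, adjusted p = 0.0177).

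The 20 endoplasmic reticulum stress genes had a median of -0.22 for the atp-2 effect in the control libraries (adjusted p = 0.000868) and 0.21 for the interaction (adjusted p = 0.00114). With library totals these were 0.05 and -0.14, and neither was called. The prp-19 effect without atp-2 RNAi was -0.30 (adjusted p = 0.00388), and 0.18 with library totals, not called. Adjusted over the list alone, 12, 11 and 15 members were called for these contrasts. The 6 vitellogenins, a family whose members resemble each other, had medians of -2.06 for the atp-2 effect in the control libraries (adjusted p = 6.95e-05) and -1.74 for the prp-19 effect without atp-2 RNAi (adjusted p = 0.00309). Their interaction was 2.26 (adjusted p = 3.25e-06), and 5, 6 and 4 members were called when adjusted over the list alone. Their atp-2 effect in the libraries labelled prp-19 RNAi (0.18, adjusted p = 0.308) was called without replicate 3 of that group (0.76, adjusted p = 9.86e-06). The 29 germline and oocyte genes had medians of 0.63, 0.80 and -0.66 for the same contrasts (adjusted p = 0.023, 0.0102 and 0.0123). Called members numbered 11, 17 and 2 higher and 2, 3 and 6 lower. perm-2 and perm-4 were called against the median in each. As the germline of glp-4(bn2) worms fails to develop at the restrictive temperature, these medians alone do not show a germline response. The list's prp-19 effect with atp-2 RNAi was called with fry only (adjusted p = 0.00409). None of the first 3 was called with library totals, and 16, 20 and 10 members were called when adjusted over the list alone. The 21 cytosolic heat shock genes gave no call over all libraries, with medians from -0.63 to 0.05, but with no filter on low counts the atp-2 effect in the libraries labelled prp-19 RNAi (adjusted p = 0.0423) and the prp-19 effect with atp-2 RNAi (adjusted p = 0.0398) were called. Without replicate 3 of the libraries labelled prp-19 RNAi, 3 of their contrasts were called: the atp-2 effect there (0.39), the prp-19 effect without atp-2 RNAi (-0.75) and the interaction (0.51). Median and mean differed in sign for the heat shock genes in the atp-2 effect in the control libraries and in the interaction, and the median and the test differed for the germline genes in the atp-2 effect in the libraries labelled prp-19 RNAi. The endoplasmic reticulum stress genes had a negative median there and fry gave the other direction.

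**Figure D3:**
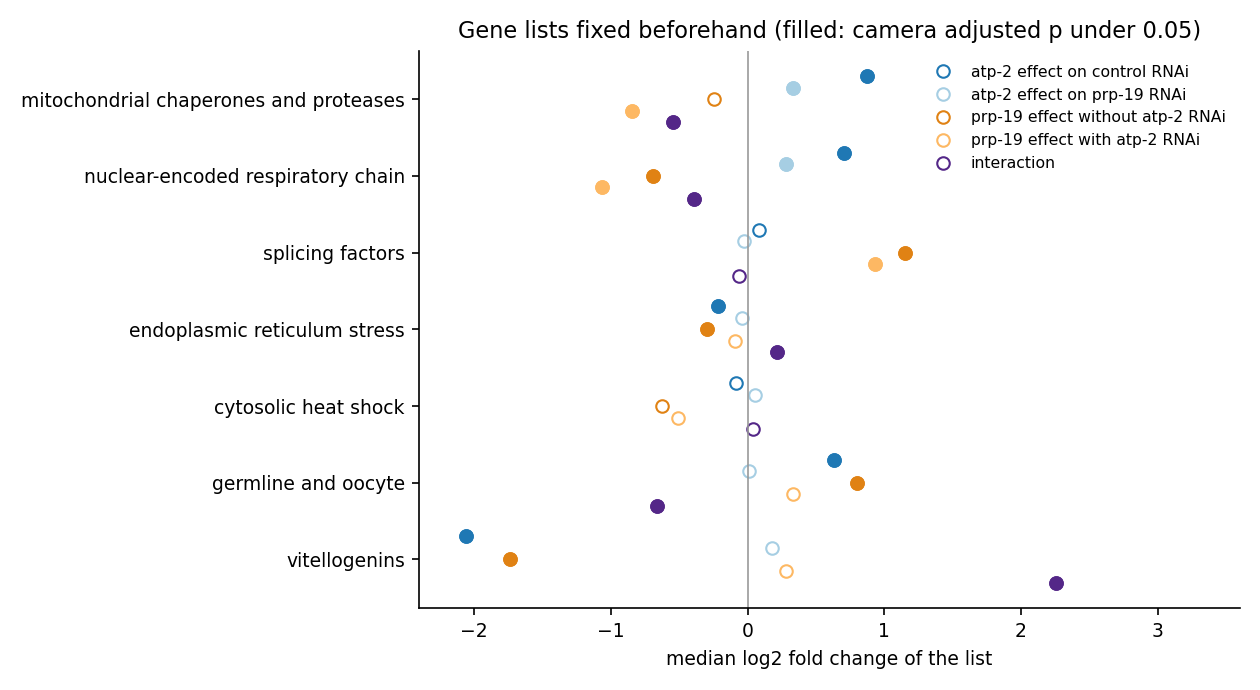
Median log2 fold change (horizontal) of 7 gene lists (vertical) for the 5 contrasts (colours), with filled points where camera's adjusted p was under 0.05. Splicing factors lay at 1.15 and 0.93 for the prp-19 effects, and mitochondrial chaperones and proteases at 0.87 and 0.33 for the atp-2 effects.

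Because prp-19 encodes a splicing factor, genes with few and many introns were compared. In each library the median log2 CPM of 1081 genes with at most 1 intron was set against that of 5351 genes with 6 or more. The difference, few minus many, was -1.20 ± 0.0779 (SD, n = 3) in the control libraries and -1.09 ± 0.0221 with atp-2 RNAi. It was -0.90 ± 0.0976 and -0.95 ± 0.058 in the libraries labelled prp-19 RNAi without and with atp-2 RNAi. Genes with few introns were thus higher relative to genes with many in those libraries, by 0.22 (exact permutation p = 0.005, the smallest that the 400 arrangements can give). Over genes of at least 5 CPM the difference was 0.12 (permutation p = 0.06), and between 167 genes with no intron and 1952 with 10 or more it was 0.06 (permutation p = 0.21).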

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

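The tests of explanations in this part were chosen after the results were seen, the list of exogenous RNAi genes, the scaling on library totals and the detection of piRNA genes included. The other gene lists, the contrasts, 11 of the named genes and the rule that picked the remaining named genes were fixed before the data were examined.

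The response to atp-2 RNAi differed with the prp-19 label, and the interaction was called for 2475 genes. Chance in the arrangement of libraries was examined by regrouping them: 3 of 100 arrangements, drawn from 200 with the real one included, called as many genes. The regrouping exchanged control and prp-19 labels, so the prp-19 effect itself entered the regrouped contrasts. The share therefore does not test the interaction alone and cannot exclude chance. Among the 100 drawn, the largest other arrangement called 2969 genes, and the arrangements not drawn were not examined. Exchanging all labels only among the libraries with atp-2 RNAi turns the contrast into the mean prp-19 effect. That effect called 8449 genes in the main fit. For each pairwise contrast only 1 of 10 splits, the real one, called as many genes, but 10 splits cannot give a share under 0.1, so the share alone cannot exclude chance. In fits of the 2 groups alone, the real splits called 5067 and 547 genes for the atp-2 effects in the control libraries and in those labelled prp-19 RNAi. For the prp-19 effects without and with atp-2 RNAi they called 6543 and 7529. The other splits called at most 0, 1, 0 and 0 genes in the same order, which argues against chance for these counts.

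Most of the differing genes responded less in the libraries labelled prp-19 RNAi. The slope was 0.3247, 0.2801 with library totals and 0.3301 after thinning to the shallowest library, so totals moved it away from 1 and thinning moved it little against the range of 0.3099 to 0.3852 when 1 library was left out. The permutation p was 0.055 and 0.07 for these, and 0.07 for the slope as first set, so the test set beforehand does not pass 0.05. It was 0.03, 0.03 and 0.025 without replicate 1, 2 or 3 of the libraries labelled prp-19 RNAi with atp-2 RNAi, and 0.005 with the prp-19 main effect removed before permuting, a choice made after seeing the data. Scaling adds the same shift to every gene of a contrast, and with library totals gene lists still moved in opposite directions, -0.8886 for the mitochondrial chaperones and proteases and 1.975 for the vitellogenins. Over 783 genes not moved by prp-19 RNAi alone the slope was 0.3754 (permutation p = 0.05), which leaves open whether genes already moved by it account for part of the pattern.

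The atp-2 mRNA itself fell less in the libraries labelled prp-19 RNAi, with an interaction of 1.593 on the log2 scale, and 1.26 with library totals, so scaling does not account for it. A weaker knockdown is a candidate explanation for the smaller responses. Of the 1542 genes called for the interaction and the mean effect, 94.23% changed less where atp-2 mRNA fell less, which a weaker knockdown and an effect of prp-19 RNAi on the response both predict, so they cannot be told apart for these genes. Of the genes called for both atp-2 effects, 107 moved in opposite directions, against 2 in the simulation with a slope of 0.33. There every response was set to keep its direction, and genes not called for the mean effect were given none. The 2 thus show what noise gave there, not what a weaker knockdown would give. A weaker knockdown alone does not predict the 107, if responses keep their direction at lower dose, which was not tested.

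Why atp-2 mRNA fell less stays open. The 21 genes of exogenous RNAi had a median of -0.1085 in the libraries labelled prp-19 RNAi with atp-2 RNAi (3 higher and 6 lower, camera adjusted p = 0.653), which is not called, and mRNA levels do not give RNAi activity. Without atp-2 RNAi the median was -0.1713 (2 higher and 8 lower, camera adjusted p = 0.432), also not called. The 6 lower genes, rde-10, mut-15, sid-2, sid-5, rsd-2 and rsd-3, were lower in both settings, and mut-14 was higher in both. The median of the list does not exclude a part played by single genes. Competition between RNAi triggers could also leave more atp-2 mRNA, since the group labelled prp-19 RNAi with atp-2 RNAi targets 2 worm genes. The 49.72% left there is the pattern itself and does not test it, the number of triggers is confounded with prp-19 RNAi, and the labels do not state how the treatments were combined. Part of the smaller relative fall comes from a lower start: without atp-2 RNAi, atp-2 mRNA was already lower in the libraries labelled prp-19 RNAi (-0.67, edgeR adjusted p = 1.54e-06; -0.20 with library totals), which competition does not predict. With atp-2 RNAi it was higher there (0.92, adjusted p = 3.19e-08).

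Among the stress genes the interaction was -0.608 for hsp-6, -1.041 for dnj-10, -1.195 for timm-23, -0.67 for lonp-1 and -0.4544 for atfs-1. The last call was lost in 8 of 12 fits that left out a library, where the adjusted p reached 0.0968. For hsp-4 the interaction was 1.121, with opposite directions in the 2 settings, and with library totals it was 0.7786, so scaling does not account for it. It was among the 107 genes with opposite responses. No other technical explanation of the hsp-4 response was tested, and an effect of prp-19 RNAi on it remains a possible explanation.

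The largest differences were 6.174 for T27A1.2, 5.854 for W04A4.2 and 5.591 for F54F7.2, and the lowest were -4.805 for F33H12.7, -4.131 for clec-17 and -3.526 for cyp-14A4. T27A1.2 rests on 1 count in the control libraries with atp-2 RNAi, and without replicate 2 of those libraries its fitted value was 7.99. F54F7.2 was already at 2.43 CPM in the libraries labelled prp-19 RNAi without atp-2 RNAi, against 4.67 CPM in the control libraries with it. F33H12.7 spread from 6.12 to 59.4 CPM between replicates labelled prp-19 RNAi. No further explanation was tested for these genes.

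The gene lists that differed in their atp-2 response had median interactions of -0.5463 for mitochondrial chaperones and proteases, -0.3951 for nuclear-encoded respiratory chain genes, 0.2119 for endoplasmic reticulum stress genes, -0.6598 for germline and oocyte genes and 2.257 for vitellogenins. With library totals the first 2 were -0.8886 and -0.7379 and the vitellogenins 1.975, each still called. The endoplasmic reticulum list changed sign to -0.1388 (camera adjusted p = 0.163) and the germline list was -0.9939 without a call (adjusted p = 0.191), while the median of all genes moved to -0.38. For the endoplasmic reticulum list the sign follows the scale, which no spike-in sets, so scaling and a real difference cannot be told apart. Relative to the median of all genes (-0.03 with TMM factors) it was higher with both scalings. The germline list was negative with both scalings, and only its call depended on the scaling. The weaker knockdown stays open for all of the lists.

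Genes for piRNAs, small RNAs of 21 nucleotides in the annotation, were not part of the comparisons, and polyA selection is not made to capture them. Read counts at those inside introns of protein-coding genes rose in the libraries labelled prp-19 RNAi. At equal depth outside the vitellogenins, the detection rate per 1000 genes rose by 38.12 on the strand of the host gene, from 17.3 ± 2.11 and 17.6 ± 1.93 to 61.9 ± 14.4 and 49.2 ± 3.54 without and with atp-2 RNAi (SD, n = 3, exact permutation p = 0.005, the smallest possible). On the other strand it rose by 57.14 (exact permutation p = 0.005), from 30.1 and 22.3 to 92.6 and 74.1. Outside protein-coding genes it rose by 7.158 (exact permutation p = 0.005).

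Reads from everywhere, such as DNA, predict an equal rise outside protein-coding genes, but the rise inside introns was larger by 30.96 on the same strand and by 49.98 on the other. Depth was made equal, so it does not account for the difference. More mRNA of the host genes predicts no change relative to it, but in-intron reads per 1000 host reads rose by 4.538 (exact permutation p = 0.005), from 1.23 and 1.06 to 6.81 and 4.56. Retained or unspliced introns stay open as a candidate explanation. The 3.58-fold rise on the same strand without atp-2 RNAi is the pattern itself, so it does not test them, and they do not predict the 7.158 rise outside genes. Strand does not separate these, since the counting's use of strand is not given. The rate rose by more on the strand opposite the host, while the fold was larger on the host strand without atp-2 RNAi (3.58 against 3.08) and smaller with it (2.8 against 3.32). Splicing was not measured, and this remains a hypothesis found and tested on the same libraries.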

How the results depend on the processing

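Scaling on library totals, thinning for the slope, the slope over genes not moved by prp-19 RNAi, and the removal of the prp-19 main effect before permuting were chosen after seeing the data. The cause was not tested for any change below unless it is named.

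The counts of called genes stayed within 1.5 times under RLE size factors, DESeq2, no filter, thinning and the replicate block. Requiring a log2 fold change of at least 1 lowered them by construction, to 1081, 204, 2835, 2283 and 788 for the atp-2 effect in the control libraries, that in the libraries labelled prp-19 RNAi, the prp-19 effects without and with atp-2 RNAi, and the interaction. Library totals raised the interaction count to 4017, and the median of all genes then moved to -0.38. With only the 2 groups compared, the atp-2 effect in the control libraries rose to 5067 genes and the prp-19 effect with atp-2 RNAi to 7529. The prp-19 effect without atp-2 RNAi fell to 6543. The atp-2 effect in the libraries labelled prp-19 RNAi fell to 547 genes, so having fewer libraries did not lower every count. Leaving out 1 library at a time gave 696 to 2887 genes for that effect, 2887 without replicate 3 of the libraries labelled prp-19 RNAi and 745 without its replicate 2. Without replicates 1, 2 and 3 of the libraries labelled prp-19 RNAi with atp-2 RNAi it was 696, 760 and 808. The interaction count ran from 1955 to 3583.

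The slope of the atp-2 response kept its direction under every alternative run, from 0.2206 to 0.3754, and 0.3099 to 0.3852 when 1 library was left out. Its permutation p lay between 0.05 and 0.1 under the alternatives except one: removing the mean prp-19 effect of each gene before permuting left the slope at 0.3247 and gave p = 0.005, the smallest possible. Without each replicate labelled prp-19 RNAi with atp-2 RNAi p was 0.03, 0.03 and 0.025, with fewer arrangements. The difference between intron classes fell to 0.06415 (permutation p = 0.21) between genes with no intron and with 10 or more, and to 0.1237 (permutation p = 0.06) over genes of at least 5 CPM, and was 0.1976 to 0.2446 without 1 library.

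Directions reversed with library totals, whose shift of all genes is built in, for hsp-16.2 in the atp-2 effect in the control libraries (0.08505) and, in the prp-19 effect without atp-2 RNAi, for timm-23 (0.2758), lonp-1 (0.2851) and hsp-4 (0.3151). For timm-23, lonp-1 and hsp-4 both directions were called. With totals the adjusted p was 0.0172, 0.0294 and 0.00115. The other direction was called for timm-23 with TMM factors (-0.21, adjusted p = 0.0328), for lonp-1 with RLE size factors (-0.24, adjusted p = 0.0221) and for hsp-4 with RLE size factors (-0.20, adjusted p = 0.0242) and DESeq2 (-0.21, adjusted p = 0.0237). For lonp-1 it was also called after thinning (-0.22, adjusted p = 0.036). The same held without control replicate 3 (adjusted p = 0.0484) or replicate 2 of the libraries labelled prp-19 RNAi (adjusted p = 0.0409). For hsp-4 it was also called without replicate 3 of the libraries labelled prp-19 RNAi (-0.25, adjusted p = 0.00299). Over the alternatives the adjusted p ran from 0.0139 to 0.108 for timm-23, from 0.0221 to 0.117 for lonp-1 and from 0.00115 to 0.198 for hsp-4, so the directions are undecided. Lists reversed likewise: heat shock genes in both atp-2 effects (0.1844 and -0.02277) and the interaction (-0.2573), germline genes in the atp-2 effect in the libraries labelled prp-19 RNAi (-0.05551), mitochondrial chaperones and proteases in the prp-19 effect without atp-2 RNAi (0.2356), and endoplasmic reticulum stress genes in the atp-2 effect in the control libraries (0.04908), the prp-19 effects without and with atp-2 RNAi (0.1839 and 0.04367) and the interaction (-0.1388). No reversed list was called with library totals.

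Leaving out 1 library reversed directions only in results that were not called. In the atp-2 effect in the libraries labelled prp-19 RNAi the ranges were -0.1958 to 0.9815 for hsp-16.2, -0.1474 to 0.08016 for atfs-1, -0.0714 to 0.3895 for heat shock genes, -0.06262 to 0.0947 for germline genes, -0.03467 to 0.006897 for splicing factors and -0.129 to 0.7596 for vitellogenins. For the interaction they were -0.002462 to 1.177 for hsp-16.2 and -0.04608 to 0.5114 for heat shock genes. The prp-19 mRNA in the prp-19 effect with atp-2 RNAi ran from -0.2478 to 0.3335.

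Over all alternatives and left-out libraries, values of single genes kept direction and side of the threshold in 1022 cases, gained a call in 21, lost one in 32 and reversed in 11. Values of lists did so in 412, 14, 17 and 19 cases. An estimated correlation between genes accounted for 14 of the 17 list calls lost.

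The replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated from -0.0404 to 0.12. With the replicate block the interaction count was 2298, and the block changed no call of a named gene or list. With 3 libraries per group and library totals of 6731808 to 8802767 counts, genes of low count gave wide errors.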

Other observations

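The tests of explanations for the prp-19 mRNA, the counts of detected genes and the 2 measures of reads in introns were chosen after the results were seen. The prp-19 contrasts, the comparison of intron classes with its 5 CPM alternative and the leaving out of libraries were fixed before the data were examined.

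The prp-19 mRNA was not lower in the libraries labelled prp-19 RNAi. With library totals its change without atp-2 RNAi was 1.551, so scaling does not account for the rise. An exchange of labels between the groups without atp-2 RNAi predicts opposite prp-19 effects in the 2 settings, but 95.5% of the 5217 genes called in both moved in the same direction. An exchange in both pairs predicts a rise with atp-2 RNAi too, where the change was 0.07378, and its error of 0.374 leaves this open. A rise shared with other splicing factors is a candidate explanation: without atp-2 RNAi prp-19 lay above 46.9% of 64 splicing factors, inside their range. With atp-2 RNAi it lay above 3.12% of them, which its error cannot place. Reads from the RNAi trigger itself could add counts at prp-19. The interaction of -0.9623 (edgeR adjusted p = 0.259) is not called, so it decides nothing. The counts per gene do not show where in the gene the reads lie.

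The difference between intron classes may come in part from genes of low count, since it fell from 0.22 to 0.1237 and lost its call over genes of at least 5 CPM.

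More genes were detected in the libraries labelled prp-19 RNAi. Genes with a read at equal depth outside the vitellogenins numbered 16352 and 16690 in the control libraries without and with atp-2 RNAi and 18729 and 18285 in the others (exact permutation p = 0.005, the smallest possible). Of these, piRNA and ncRNA genes rose from 1215 and 1234 to 2512 and 2218 (exact permutation p = 0.005). Equal depth outside the vitellogenins did not give a typical gene equal reads. With such totals, the median log2 prp-19 effect was 0.328 without and 0.171 with atp-2 RNAi.

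The detection of piRNA genes replaced an earlier measure of reads in introns, the summed reads, scaled to the reads outside the vitellogenins over piRNA and ncRNA genes. That measure rose by 79.93 inside introns on the same strand and by 199.2 on the other (exact permutation p = 0.005 for both), and fell by 364.7 outside protein-coding genes (exact permutation p = 0.015). It was set aside after its values were seen, because the 10 most abundant genes held 34.8%, 73.4% and 93.8% of the reads of the 3 classes. Without those genes the class outside protein-coding genes rose instead, by 147.1 (exact permutation p = 0.005), 2.23-fold without and 1.7-fold with atp-2 RNAi. The rise outside genes was thus hidden in the first measure, and both measures gave a rise inside introns.

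Replicate 3 of the libraries labelled prp-19 RNAi stood apart from replicates 1 and 2. Its vitellogenins held 17.7% of counts against 6.85% and 10.4%, and without it the atp-2 effect in that group had 2887 genes. No label gives a batch, and no explanation was tested.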
